# Med23 serves as a gatekeeper of the myeloid potential of hematopoietic stem cells

**DOI:** 10.1038/s41467-018-06282-2

**Published:** 2018-09-14

**Authors:** Xufeng Chen, Jingyao Zhao, Chan Gu, Yu Cui, Yuling Dai, Guangrong Song, Haifeng Liu, Hao Shen, Yuanhua Liu, Yuya Wang, Huayue Xing, Xiaoyan Zhu, Pei Hao, Fan Guo, Xiaolong Liu

## Abstract

In response to myeloablative stresses, HSCs are rapidly activated to replenish myeloid progenitors, while maintaining full potential of self-renewal to ensure life-long hematopoiesis. However, the key factors that orchestrate HSC activities during physiological stresses remain largely unknown. Here we report that Med23 controls the myeloid potential of activated HSCs. Ablation of Med23 in hematopoietic system leads to lymphocytopenia. Med23-deficient HSCs undergo myeloid-biased differentiation and lose the self-renewal capacity. Interestingly, *Med23*-deficient HSCs are much easier to be activated in response to physiological stresses. Mechanistically, Med23 plays essential roles in maintaining stemness genes expression and suppressing myeloid lineage genes expression. Med23 is downregulated in HSCs and Med23 deletion results in better survival under myeloablative stress. Altogether, our findings identify Med23 as a gatekeeper of myeloid potential of HSCs, thus providing unique insights into the relationship among Med23-mediated transcriptional regulations, the myeloid potential of HSCs and HSC activation upon stresses.

## Abstract (web summary)

Hematopoietic stem cells (HSCs) in the bone marrow are quiescent, but are activated in response to stress. Here, the authors show that loss of Med23 leads to greater activation and enhanced myeloid potential of HSCs in response to stress, also Med23 maintains stemness gene expression and suppresses myeloid genes.

## Introduction

Hematopoietic stem cells (HSCs), which harbor the capacities of both self-renewal and differentiation, are responsible for the life-long production of all blood cells^1^. The life-long maintenance of hematopoiesis is a highly orchestrated process that requires the balanced differentiation output of the myeloid and lymphoid lineages as well as the precise regulation of the size of the HSC pool through HSC self-renewal, which is based on hematopoietic demands and the needs of the organism^2^. Thus, the self-renewal capacity and the balanced differentiation potential of HSCs are essential for sustaining the homeostasis of the entire hematopoietic system in both physiological and pathological conditions^3^.

HSCs resident in adult bone marrow (BM) are principally quiescent in steady state. However, upon physiological stresses (e.g., bleeding, irradiation, transplantation, myelosuppressive chemotherapy etc.), HSCs are quickly activated and generate workhorse progenitors in order to replenish their tissue constituents. So far, both intrinsic and extrinsic factors have been revealed to regulate the activation of HSCs. The extrinsic cell signals, such as IFNg and IFNa can efficiently activate the quiescent HSCs^4,5^. Moreover, the cell intrinsic factors CDK6 and Egr1 control the activation of HSCs through cell-cycle regulation and transcriptional regulation respectively^6,7^. However, little is known about how HSC activities are orchestrated during psychological stresses and the key factors that control this process remain largely unknown.

The mammalian mediator complex is an evolutionarily conserved multiprotein complex that bridges between gene-specific transactivators and the RNA polymerase II-associated basal transcription machinery^8,9^. As a key subunit of the transcriptional mediator complex, Med23 (also known as Sur2) plays an important role in orchestrating the transcriptional profiles in various cell types^10–15^. It has been reported that Med23 regulates the mitogen-activated protein kinase signaling pathway through mediating the responses of several immediate early genes (IEG) to serum mitogens^16,17^. Moreover, Med23 has important roles in diverse biological processes including adipogenesis, brain development, cell differentiation and carcinogenesis^12,14,18,19^. Our findings have suggested that Med23 controls the activation threshold of T-cell at the transcriptional level, and therefore prevents the development of autoimmunity^15^.

To investigate the functions of Med23 in HSCs, we conditionally deleted Med23 in the hematopoietic system. Med23 deficiency leads to lymphocytopenia but normal myeloid outcomes, and loss of renewal capacity. *Med23*-deficient HSCs are more activated with enhanced myeloid potential, which, in turn, contributes to a better survival after serial 5-FU administration. Mechanistically, Med23 prevents HSCs from the myeloid potential by suppressing the expression of the myeloid-specific genes and maintaining the expression of HSC stemness genes. Altogether, our findings identify Med23 as a key factor that controls the myeloid potential of HSCs by repressing the expression of myeloid-related genes, thus providing unique insights into the relationship among Med23-mediated transcriptional regulations, the myeloid potential of HSCs and HSC activation upon stresses.

## Results

### Med23 deficiency leads to lymphocytopenia

As most of the mediator subunits, Med23 was ubiquitously expressed in different hematopoietic cells (Supplementary Fig. 1a). To study the function of Med23 in hematopoiesis, we bred conditional *Med23*^L/L^ mice with the inducible *Mx1-cre* strain to ablate Med23 in adult hematopoietic system^15,20^. *Med23* was efficiently ablated from the hematopoietic system after poly(I:C) administration and loss of Med23 did not affect the stability of the entire mediator complex (Supplementary Fig. 1b, c, e). Compared with *Mx1-cre*^−^*Med23*^L/L^ control littermates (designated WT mice), *Mx1-cre*^+^*Med23*^L/L^ mice (designated KO mice) showed decreased number of lymphocytes in peripheral blood (Table 1) and decreased cellularity in BM, spleen (Spl), and thymus (Thy) compared with WT controls (Fig. 1a). Interestingly, both T-cell subsets in different developmental stages in *Med23*-deficient Thy and the mature T cells in the *Med23*-deficient Spls were significantly decreased compared with those from WT controls (Supplementary Fig. 3a and Fig. 1b). Besides, decreased cellularity in B cell progenitors could be seen in *Med23*-deficient BMs, leading to the reduction of mature B cells in both the BMs and the Spls from *Med23*^−/−^ mice compared with those from WT mice (Fig. 1c and Supplementary Fig. 3b). Moreover, the NK cells were also significantly decreased in *Med23*-deficient BMs and Spls (Fig. 1d). However, in spite of the slightly changes of the frequency of myeloid cells, the total number of different myeloid cells in both BMs and Spls remained unchanged after Med23 ablation (Fig. 1e and Supplementary Fig. 3c). These findings suggested that Med23 deficiency led to lymphocytopenia.

**Table 1:** Complete blood counts of peripheral blood in WT and KO mice

Parameter	WT	KO	*p*-value
White blood cells (10^9^/L)	11.0 ± 1.3	5.7 ± 0.3	0.0086
Lymphocytes (10^9^/L)	8.5 ± 0.6	4.2 ± 0.8	0.0033
Neutrophils (10^9^/L)	2.1 ± 0.5	1.2 ± 0.1	0.0731
Monocytes (10^9^/L)	0.14 ± 0.03	0.10 ± 0.04	0.3164
Red blood cells (10^12^/L)	10.0 ± 0.02	10.7 ± 0.09	0.0005
Hemoglobin (g/L)	147.3 ± 2.4	140.7 ± 3.3	0.0807
Platelets (10^12^/L)	1.41 ± 0.18	0.827 ± 0.11	0.0161

Peripheral blood was collected from WT and KO mice at 21 days post poly(I:C) administration and analyzed for complete blood count (*n* = 3). Data are shown as mean ± SD

**Fig. 1:**
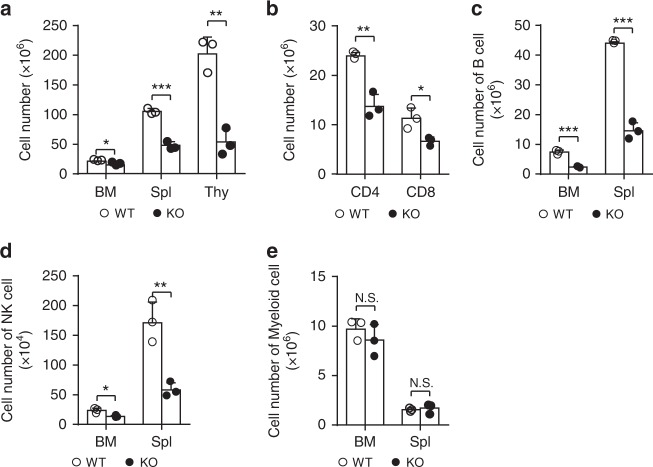
Lymphocytopenia in med23-deficient mice. **a** Absolute cell numbers of bone marrow (BM), spleen (Spl), and thymus (Thy) from WT and KO mice (*n* = 3). **b** Absolute cell numbers of CD4 (CD4^+^CD8^−^) and CD8 (CD4^−^CD8^+^) T cells in spleens of WT and KO mice (*n* = 3). **c** Absolute cell numbers of B cells (B220^+^) in bone marrows and spleens of WT and KO mice (*n* = 3). **d** Absolute cell numbers of NK cells (NK1.1^+^) in bone marrows and spleens of WT and KO mice (*n* = 3). **e** Absolute cell numbers of myeloid cells (Gr1^+^/Mac1^+^) in bone marrows and spleens of WT and KO mice (*n* = 3). The data are means ± S.D., for all panels: *p < 0.05, **p < 0.01, ***p < 0.001 by Student’s *t*-test, N.S. no significance

### Loss of Med23 results in increased myeloid progenitors

Given that Med23 deficiency led to lymphocytopenia but did not affect myeloid cell number, we compared the myeloid and lymphoid outcomes using the ratio of pooled myeloid cells to pooled lymphoid cells in the BMs and Spls. As expected, the myeloid/lymphoid ratio showed a two-fold increase in *Med23*-deficient BMs and Spls compared with the WT controls (Fig. 2a), suggesting a development-bias in *Med23*-deficient mice. This observation prompted us to evaluate the myeloid progenitors, as well as the lymphoid progenitors in *Med23*-deficient mice. Compared with the WT controls, all the myeloid progenitors including the common myeloid progenitors (CMPs, CD34^+^CD16/32^−^ LK), the granulocyte-macrophage progenitors (GMPs, CD34^+^CD16/32^+^ LK), the megakaryocyte progenitors (MkPs, CD150^+^CD41^+^ LK), as well as the megakaryocyte/erythroid progenitors (MEPs, CD34^−^CD16/32^−^ LK) were significantly increased in the absence of Med23 (Fig. 2b, c and Supplementary Fig. 2a and 3d). Contrastively, consistent with the lymphocytopenia seen in Med23-deficient mice, the common lymphoid progenitors (CLP, Lineage^−^cKit^low^Sca1^low^IL7Ra^+^) were significantly decreased in *Med23*-deficient BMs compared with WT controls (Fig. 2d, e). In addition, Med23-deficient mice showed strongly reduced MPP4 population (CD34^+^CD135^+^CD150^−^CD48^+^LSK, a subset with significant lymphoid-biased potential in LSK population^21^, Supplementary Fig. 3e). These data highlighted the possibility that *Med23*-deficient HSCs had enhanced myeloid potential but impaired lymphoid potential. Notably, the increased myeloid progenitors didn’t result in the expansion of the mature myeloid cells, suggesting that Med23 might also play a role in the developmental processes from myeloid progenitors to mature myeloid cells.

**Fig. 2:**
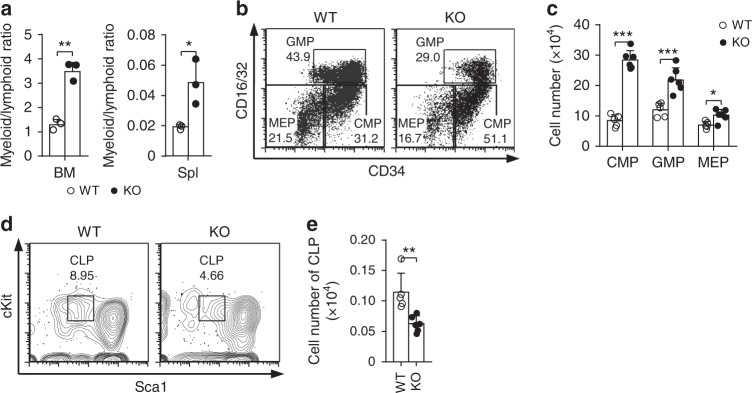
Loss of Med23 results in increased myeloid progenitors. **a** The ratio of myeloid cells to lymphoid cells in bone marrows (left) and spleens (right) of WT and KO mice (*n* = 3). **b**, **c** Representative dot plots Lin^−^CD127^−^cKit^+^Sca1^− ^live cells (**b**) and cellularity (**c**) of common myeloid progenitors (CMPs), granulocyte-macrophage progenitors (GMPs) and megakaryocyte/erythroid progenitors (MEPs) in bone marrows of WT and KO mice (WT, *n* = 5; KO, *n* = 6). **d**, **e** Representative contour plots gating from Lin^−^CD127^+^ live cells (**d**) and cellularity (**e**) of CLPs in bone marrows of WT and KO mice (WT, *n* = 5; KO, *n* = 6). The data are means ± S.D., for all panels: *p < 0.05, **p < 0.01, ***p < 0.001 by Student’s *t*-test

### *Med23*-deficient HSCs harbor enhanced myeloid potential

Given that HSCs give rise to both myeloid progenitors and lymphoid progenitors, we first examined the HSC compartments in Med23-deficient mice. In spite of the somewhat slightly changed expression of stem cell markers (Supplementary Fig. 2b and 4a), long-term HSCs (LT-HSCs, CD34^−^CD135^−^Lineage^−^cKit^+^Sca1^+^, CD34^−^CD135^−^ LSK) were increased in *Med23*-deficient BMs compared with WT control (Fig. 3a, b). By using another set of markers (SLAM markers) to characterize HSCs, we confirmed the increase of HSCs (CD150^+^CD48^−^ LSK) in *Med23*-deficient BMs (Fig. 3c, d and Supplementary Fig. 4b). Interestingly, the increased number of LT-HSCs in *Med23*-deficient BMs was not due to better survival (Supplementary Fig. 4c, d) or faster cell cycle (Supplementary Fig. 4e).

**Fig. 3:**
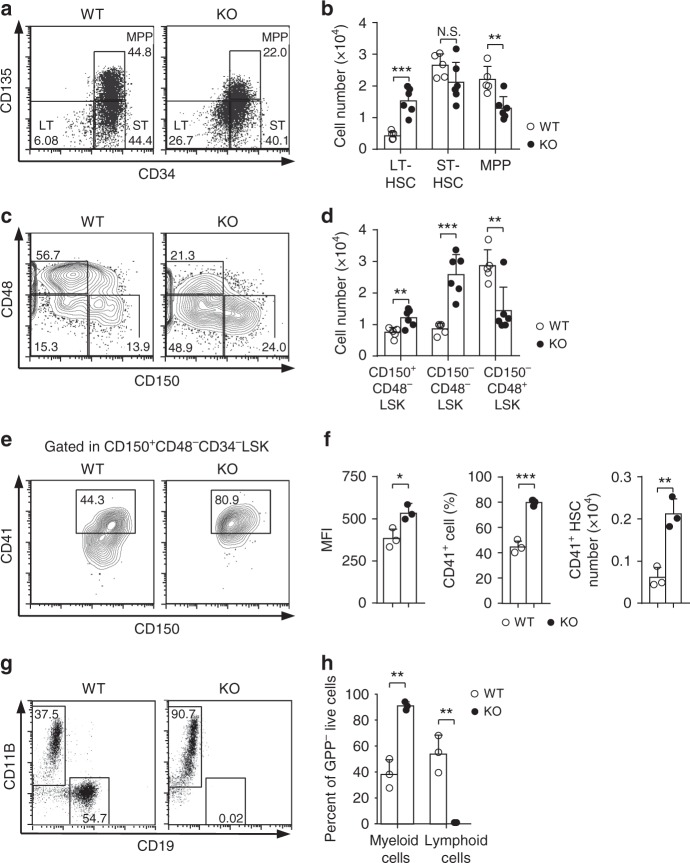
*Med23*-deficient HSCs harbor enhanced myeloid potential. **a**, **b** Representative dot plots gating from LSK (**a**) and absolute cell numbers (**b**) of LT-HSC (CD34^−^CD135^−^ LSK), ST-HSC (CD34^+^CD135^−^ LSK) and MPP (CD34^+^CD135^+^ LSK) from WT and KO mice (WT, *n* = 5; KO, *n* = 6). **c**, **d** Representative contour plots gating from LSK (**c**) and absolute cell numbers (**d**) of HSC (CD150^+^CD48^−^ LSK), CD150^−^CD48^−^ LSK, and CD150^−^CD48^+^ LSK from WT and KO mice using SLAM code (WT, *n* = 5; KO, *n* = 6). **e** Representative contour plots showing CD41 expression within HSCs in WT and KO mice. **f** Mean fluorescence intensity (MFI) of CD41 expression in HSCs (left), percent of CD41^+^ population (middle) within HSCs, and cellularity of CD41^+^ HSCs (right) in the bone marrows of WT and KO mice (*n* = 3). **g** Representative FACS plots gating from live cells of WT HSCs and Med23-deficient HSCs co-cultured with OP9 cell line on day 12. **h** Percent of myeloid cells (CD11b^+^) and lymphoid cells (CD19^+^) differentiated from WT HSC and Med23-deficient HSC co-cultured with OP9 cell line (*n* = 3). The data are means ± S.D., for all panels: *p < 0.05, **p < 0.01, ***p < 0.001 by Student’s *t*-test, N.S. no significance

The increased number of myeloid progenitor cells prompted us to study the possibility that HSCs might have enhanced myeloid potential upon Med23 deletion. To validate this possibility, we checked the expression of CD41, which marks HSCs with strong myeloid differentiation potential^22^. Compared with WT HSCs, the proportion of HSCs that highly expressed CD41 was significantly higher in *Med23*-deficient HSCs (Fig. 3e, f), suggesting that HSCs harbor enhanced myeloid potential in the absence of Med23. To further compare the myeloid versus lymphoid potential of Med23-deficient HSCs, in vitro differentiation assays of Med23-deficient HSCs were performed using with the OP9 coculture system, which is reported to induce HSCs into both myeloid and lymphoid lineages^23^. As expected, Med23-deficient HSCs underwent myeloid-biased differentiation with impaired lymphoid outputs compared with WT HSCs (Fig. 3g, h). Collectively, these findings implied that Med23 was required for the balance of lymphoid versus myeloid differentiation of HSCs.

Since poly(I:C) treatment may induce stress and activate HSCs^24^, the increased HSC number and myeloid-bias potential seen in Med23-deficient HSCs might result from the physiological stress induced by poly(I:C). To confirm the phenotype, tamoxifen-induced Cre system (UBC-cre/ERT2) was used to delete Med23. Upon tamoxifen treatment, Med23 was efficiently deleted (Supplementary Fig. 1d). Notably, the reduced expression of cKit and increased cell number of LT-HSC (CD34^−^CD135^−^ LSK) were seen in UBC-cre/ERT2;*Med23*^fl/fl^ mice (Supplementary Fig. 5a−c). Moreover, the proportion and absolute cell number of myeloid progenitors (CMP, GMP, MEP, and MkP) were increased, while the lymphoid progenitors (CLP) were decreased in the BM of UBC-cre/ERT2;*Med23*^fl/fl^ mice (Supplementary Fig. 5d, e). More importantly, as seen in Mx1-Cre;*Med23*^fl/fl^ mice, the proportion of HSCs that highly expressed CD41 was significantly higher in UBC-cre/ERT2;*Med23*^fl/fl^ mice, compared with WT HSCs (Supplementary Fig. 5f,g). These data suggested that HSCs from UBC-cre/ERT2;*Med23*^fl/fl^ mice phenocopied the HSCs from Mx1-Cre;*Med23*^fl/fl^ mice and the poly(I:C) treatment had minimal effects on Med23-deficient phenotypes.

### Med23 deficiency impairs the self-renewal capacity of HSCs

To test whether Med23 is physiologically required for HSC self-renewal, competitive BM transplantations were carried out to analyze the self-renewal capacity of *Med23*-deficient HSCs (Supplementary Fig. 6a). *Med23*-deficient HSCs failed to reconstitute the irradiated mice in 1^st^ transplantations (Fig. 4a). Moreover, *Med23*-deficient HSCs could not reconstitute the HSC pool in 1^st^ recipient mice and therefore showed no reconstitution in 2^nd^ recipient mice (Fig. 4b–d). These data suggest that Med23 deletion produces a cell-autonomous self-renewal defect in HSCs. Then whole BM transplantations were performed to exclude the possibility that Med23 deficiency might lead to marker changes in HSCs (Supplementary Fig. 6b). Consistently, whole BM cells from *Med23*-deficient mice reconstituted the recipient mice at a much lower level compared with WT BM cells in 1^st^ transplantations (Fig. 4e). Moreover, *Med23*-deficient HSCs could not reconstitute the HSC pool after transplantation, as they could not reconstitute the 2^nd^ recipient mice, leading to lethality (Fig. 4f, g). To substantiate these data, *Mx1-cre*^−^*Med23*^L/L^ or *Mx1-cre*^+^*Med23*^L/L^ BM cells were first transplanted without inducing Med23 deletion. The recipient mice were then injected with poly(I:C) at 4-week post-transplantation to induce Med23 deletion, followed by peripheral blood chimerism analysis at 4-week interval. HSC chimerisms were assessed and secondary transplantation was performed at 16 weeks post induction (Supplementary Fig. 6c). The results confirmed that Med23 depletion impaired both the long-term multilineage repopulation capacity and self-renewal potential of HSCs in a cell intrinsic manner (Fig. 4h–k). In order to exclude the possibility that 4 weeks is not enough for the recovery from transplantation, we started poly(I:C) injection at 12-week post-transplantation, similar results were observed (Supplementary Fig. 7a). Furthermore, competitive limiting dilution experiments were performed to measure the frequency of HSCs. in consistent with our previous results, Med23-deficient mice had lower frequency of HSCs (1 in 496,000) compared with WT mice (1 in 59,000; Supplementary Fig. 7b).

**Fig. 4:**
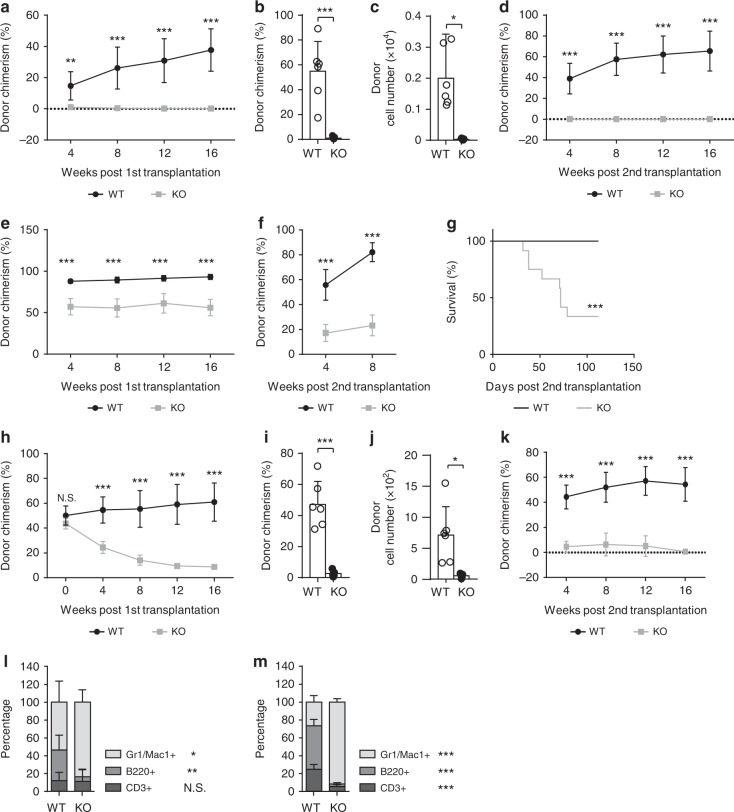
Impaired self-renewal potential in med23-deficient HSCs. **a** Donor chimerism of PBMC in primary recipients transplanted with 50 HSCs (CD45.2) from WT or KO mice, along with 500,000 bone marrow cells (CD45.1) (WT, *n* = 6; KO, *n* = 7). **b**, **c** Chimerism (**b**) and absolute cell number (**c**) of donor HSCs in primary recipients at 16 weeks post-transplantation (WT, *n* = 6; KO, *n* = 5). **d** Donor chimerism of HSCs in secondary recipients transplanted with 2,000,000 bone morrow cells from primary recipients, described in **a** (WT, *n* = 11; KO, *n* = 9). **e** Donor chimerism of PBMC in primary recipients transplanted with 2,000,000 total bone marrow cells (CD45.2) from WT or KO mice (WT, *n* = 9; KO, *n* = 8). **f** Donor chimerism of PBMC in secondary recipients transplanted with 2,000,000 bone morrow cells from primary recipients, described in **e**. **g** Kaplan–Meier survival curve of secondary recipients, described in **f** (*n* = 12). **h** Donor chimerism of PBMC in primary recipients transplanted with 1,000,000 bone marrow cells (CD45.2) of WT and KO mice, along with 1,000,000 bone marrow cells (CD45.1) followed by poly(I:C) administration at 4 weeks post-transplantation (WT, *n* = 8; KO, *n* = 7). **i**, **j** Chimerism (**i**) and absolute cell number (**j**) of donor HSCs in primary recipients at 16 weeks post-transplantation (WT, *n* = 6; KO, *n* = 5). **k** Donor chimerism of PBMC in secondary recipients transplanted with 2,000,000 bone morrow cells from primary recipients, described in **h** (WT, *n* = 8; KO, *n* = 9). **l** Percent of myeloid, B and T cells in peripheral blood of recipient mice, described in **a** at 16 weeks post-transplantation (*n* = 5). **m** Percent of myeloid, B and T cells in peripheral blood of recipient mice, described in **e** at 16 weeks post-transplantation (WT, *n* = 8; KO, *n* = 9). The data are means ± S.D., for all panels: *p < 0.05, **p < 0.01, ***p < 0.001 by Student’s *t*-test, N.S. no significance

To rule out the possibility that the self-renewal defect seen in *Med23*-deficient HSCs resulting from the defective homing capacity or niche retention of *Med23*-deficient HSCs, we performed HSC homing assay and niche retention assay. The ability of *Med23*-deficient HSCs to be retained in the BM niche was examined by nonablative transplant whole BM cells from WT mice into control or *Med23*-deficient mice^25^ (Supplementary Fig. 7c). Interestingly, the niche retention capacity of *Med23*-deficient mice was normal (Supplementary Fig. 7d), indicating that *Med23*-deficient HSCs retained normal niche retention capacity. To assess the ability of hematopoietic stem and progenitor cells (HSPCs) to home to the BM niche, CFSE-labeled WT and *Med23*-deficient HSPCs (LSK) were intravenously injected into the lethally irradiated mice^26^. Notably, no difference was observed in the ability of *Med23*-deficient HSPCs to home to the BM compared to WT controls (Supplementary Fig. 7e), indicating that HSCs retained normal capacity of homing and niche retention in the absence of Med23 deletion. Moreover, the differentiation bias towards myeloid lineage was reproducible under competitive transplantations and whole BM transplantations (Fig. 4l, m), confirming that *Med23*-deficient HSCs harbored enhanced myeloid potential. Collectively, these data suggested that Med23 was cell-autonomously required for the self-renewal capacity of HSCs by controlling the myeloid potential of HSCs.

### *Med23*-deficient HSCs express myeloid-related genes

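Bulk RNA-seq was carried out on 3 WT and 3 *Med23*-deficient (KO) samples of sorted HSCs, numbered 1 to 3 in each group. LSK denotes lineage-negative, Sca1-positive, cKit-positive bone marrow cells, the fraction that contains the stem cells and the earliest progenitors. The methods give about 2000 cells per sample. They name the TruSeq RNA kit for the libraries, whereas the sample labels name an amplification of full-length cDNA with the SMART-Seq v4 kit ahead of an Illumina library. Neither describes molecular identifiers, so the error given for a count covers counting noise and replicate spread, not duplicated reads. The authors deposited 2 tables of 34745 genes, the number of reads counted on each gene and FPKM values. In the FPKM table each value equals the count divided by a single length per gene and by the column total, with differences between libraries of at most 0.0703%. The paper's text does not name the aligner, the counting tool, the genome build or the use of strand for these libraries. Of the gene identifiers, 34267 were found in the GENCODE M21 annotation of GRCm38, from which all coordinates were taken. Reads counted on genes were 4750410, 8131344 and 3537269 in WT replicates 1 to 3, and 4760545, 5281232 and 5132601 in KO replicates 1 to 3. At these depths 3 counts, the smallest signal treated as detected, correspond to between 0.369 and 0.848 CPM, counts scaled to a common library size. The genes Gm26917 and Gm42418 alone took 7.66, 10.5 and 18.1% of the counts in WT and 6.11, 6.14 and 12.0% in KO. Samples of one group differed by more than counting noise, with a chi-square per degree of freedom between 25.9 and 53.5 for every pair. Amplification alone can produce such differences, so that each sample is a separate replicate was taken from the labels. For replicate 3 of both groups, sex-linked genes argue against amplification alone. There 4 Y-linked genes summed to 1 count in WT and 0 in KO, and to at least 1036 in every other library. Counts were normalized with edgeR's TMM method, genes with low counts were removed with filterByExpr, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment.

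*Med23* (ENSMUSG00000019984, chromosome 10 from 24869986 to 24913681) was the first gene examined, because it tests the labels. It was counted at 47.6, 70.8 and 24.1 normalized CPM in WT replicates 1 to 3 and at 31.6, 29.9 and 36.8 CPM in KO replicates 1 to 3. The library labelled WT replicate 3 was thus below every KO library. The log2 fold change between KO and WT was -0.54 (standard error 0.41, adjusted p = 0.99), and -0.85 without that library (adjusted p = 0.67). Without WT replicate 2, the highest library, it was -0.13 (adjusted p = 0.9975), so the size of the fall depended on single WT libraries. Counts over the whole gene do not separate reads from the deleted exons from the rest of the transcript. Because WT replicate 3 goes against its label at *Med23*, directions were also computed without it.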

To further reveal the molecular mechanism of Med23 in controlling myeloid potential of HSCs, high-throughput sequencing was performed to analyze the transcriptomes of WT and *Med23*-deficient HSCs (CD150^+^CD34^−^CD48^−^ LSK). Gene-set enrichment analyses (GSEA)^27^ were then used to interpret the gene expression profiles in WT and *Med23*-deficient HSCs. 

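Before any gene set was considered, 12513 genes passed the filter and 9 of them differed at an adjusted p under 0.05, with 2 higher (*Ddx4* and *Gsn*) and 7 lower (*H19*, *Egr1*, *Cpxm1*, *mt-Co2*, *Myh3*, *Acta1* and *Actc1*) in *Med23*-deficient HSCs. At an unadjusted p under 0.05 there were 715 genes, 368 higher and 347 lower. The deviations of same-numbered WT and KO samples from their group means had a mean correlation of 0.119 across genes. For samples with different numbers it was -0.059, which largely follows from the first value, because deviations cancel within a group. By replicate number the correlation was 0.163, 0.031 and 0.162 for replicates 1 to 3. The value for replicate 2 was no higher than the 0.032 of WT replicate 2 with KO replicate 1. With the replicate number as a block, 5 genes passed, all among the 9 and all lower. With the block and a correction for GC content, 2 higher and 7 lower genes passed. Among tests at the same adjusted threshold the count ranged from 0 genes with limma voom and sample quality weights to 120 genes with DESeq2, of which 50 were higher and 70 lower and which included all 9. Counts were also simulated, with 191 changed genes among those tested and a further 39 shifted by 1 on the log2 scale. There DESeq2 made 39 false calls among 207, edgeR 9 among 149 and voom 3 among 128. Calls on the shifted genes are in these totals and were not counted as false.

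*Ddx4* (chromosome 13 from 112598333 to 112652475) rose from 2.78 ± 1.34 to 45.0 ± 8.11 normalized CPM (SD, n = 3 in each group), a log2 fold change of 4.05 (standard error 0.51, adjusted p = 0.019). *Gsn* (chromosome 2 from 35256380 to 35307892) rose from 37.1 ± 13.7 to 177.3 ± 22.0 CPM, a log2 fold change of 2.25 (standard error 0.31, adjusted p = 0.029). *Cpxm1* (chromosome 2 from 130390775 to 130397574) was at 60.0 ± 10.6 CPM in WT and at 4.37 ± 1.16 CPM in KO, a log2 fold change of -3.77 (standard error 0.42, adjusted p = 0.0071). With the replicate block the adjusted p was 0.051 for *Ddx4*, 0.063 for *Gsn* and 0.051 for *Cpxm1*, and with the block and a correction for GC content it was 0.045 for each. In all of these every KO sample lay on one side of every WT sample, the library labelled WT replicate 3 included. When each sample was left out in turn, the log2 fold change of *Ddx4* stayed between 3.84 and 4.47, with an adjusted p from 0.018 to 0.12. *Myh3*, *Acta1* and *Actc1* encode proteins of skeletal muscle. *Myh3* had 283, 346 and 329 counts in WT replicates 1 to 3 and none in KO, at least 115-fold lower, and these counts did not follow the depth of the WT libraries. *mt-Co2* was listed at 0 in all KO libraries, and other mitochondrial genes were at 0 in some libraries of either group.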

Using gene set from myeloid-restricted progenitors defined by Sanjuan-Pla et al.^28^ revealed that genes associated with myeloid (PREGM) and MkP programming were enriched in *Med23*-deficient HSCs compared to WT controls (Supplementary Fig. 8a). 

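The published sets of Sanjuan-Pla et al. were not used here. Lists of marker genes of each lineage, written before the data were examined, were tested with edgeR's camera, which asks whether the genes of a list rank higher or lower than all other genes. Values were adjusted over the 10 lists tested. Of 68 granulocyte-monocyte genes, 37 passed the filter. Their median log2 fold change was 0.24 (camera adjusted p = 0.00053, and 0.0004 with the replicate number as a block). This call rested on the small correlation between genes that camera assumes by default (0.01), since with the correlation estimated from the samples the adjusted p was 0.30, and it was 0.21 with the rotation test fry. Of 50 megakaryocyte-erythroid genes, 38 were tested, with a median log2 fold change of 0.19 (camera adjusted p = 0.22, and 0.063 with the block). For these genes the adjusted p was 0.30 with the estimated correlation and 0.048 with fry. Adjusted over the list alone, 6 of these genes passed, in both directions. *Slc14a1*, *Selp* and *Rgs18* were higher in KO, with log2 fold changes of 1.21, 1.01 and 0.89. *Vwf*, *Icam4* and *Epor* were lower, with -1.15, -2.06 and -2.28. These genes were chosen after their values were seen. None passed over all genes tested with edgeR, and with DESeq2 *Slc14a1* (adjusted p = 0.0049), *Rgs18* (0.017) and *Selp* (0.027) did, but none of the 3 lower genes. The lymphoid list of 21 tested genes had a median of 0.19 (camera adjusted p = 0.60).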

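Among all 12513 genes tested, 49.5% had a higher estimate in *Med23*-deficient HSCs than in WT HSCs (95% exact binomial interval from 48.6 to 50.4%, which treats genes as independent). In the granulocyte-monocyte list 24 of 37 genes, or 64.9%, were higher, and in the megakaryocyte-erythroid list 22 of 38 genes, or 57.9%. These are shares of the marker lists and not of the published signature. A share of genes with a higher estimate takes in small differences. In the granulocyte-monocyte list, 8 genes were higher in every KO sample than in every WT sample and 1 was lower, whereas over all genes tested the groups did not overlap for 12.4% of genes and chance gives 10% for 3 samples against 3. FPKM values raised the share for all genes, to 55.7% on the log2(FPKM + 1) scale.

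**Figure D1:**
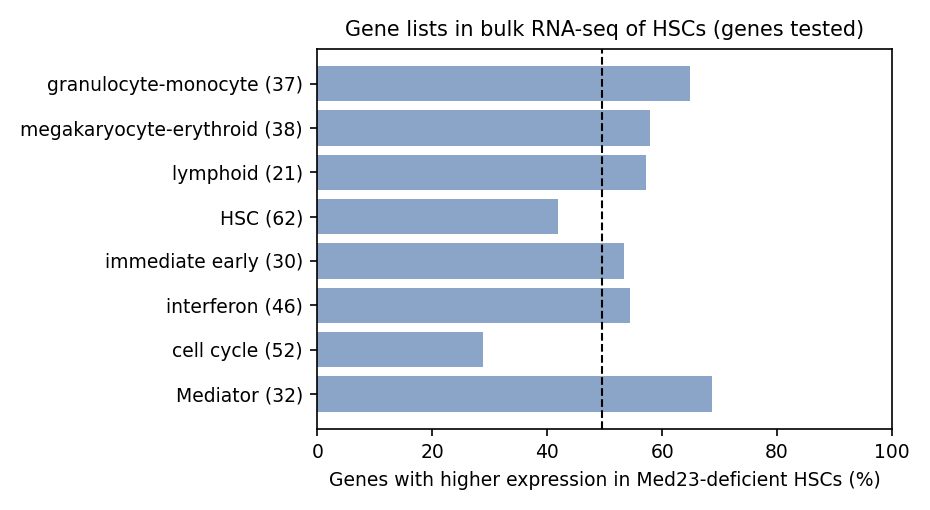
Share of the tested genes of each marker list with a higher estimate in Med23-deficient than in WT HSCs (x axis, percent), with the number of genes tested in brackets. The dashed line is the share among all genes tested, 49.5%. The granulocyte-monocyte list stands at 64.9% and the cell cycle list at 28.8%.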

Of the myeloid-signature genes, 64.7% showed higher expression in Med23-deficient HSCs compared with WT HSCs (Supplementary Fig. 8b). 

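The paper names *Cebpa*, *S100a4*, *S100a6*, *Cd68* and *Ikzf2* as related to myeloid differentiation. All 5 were higher in every KO sample than in every WT sample, the library labelled WT replicate 3 included. *Egr1* was lower in every KO sample than in every WT sample. An exact two-sided permutation test gives p = 0.1 for *Egr1* and for each of the 5, the smallest value that 3 samples against 3 allow. *Cebpa* (ENSMUSG00000034957, chromosome 7 from 35119293 to 35121928) had 0, 1 and 0 counts in WT replicates 1 to 3 and 22, 19 and 7 counts in KO replicates 1 to 3. It was therefore at least 4.88-fold higher in KO, and its counts were too low to pass the filter. In the fit without a filter its adjusted p was 0.67. *S100a4* and *S100a6* lie side by side on chromosome 3, from 90603771 to 90606045 and from 90612882 to 90624181. *S100a4* rose from 7.88 ± 2.32 to 22.6 ± 10.9 normalized CPM (SD, n = 3), a log2 fold change of 1.53 (standard error 0.56, adjusted p = 0.74). *S100a6* rose from 46.7 ± 4.13 to 96.4 ± 20.9 CPM, a log2 fold change of 1.04 (standard error 0.28, adjusted p = 0.41). *Cd68* (chromosome 11 from 69664213 to 69666153) rose from 26.0 ± 13.6 to 75.5 ± 16.9 CPM, a log2 fold change of 1.55 (standard error 0.41, adjusted p = 0.42). *Ikzf2* (chromosome 1 from 69531214 to 69687245) rose from 29.6 ± 4.06 to 65.9 ± 2.46 CPM, a log2 fold change of 1.15 (standard error 0.30, adjusted p = 0.39). None of these 4 passed over all genes with edgeR, and *Cd68* alone passed with DESeq2 (adjusted p = 0.042). Adjusted over the 9 tested genes that stand for the names the paper gives from these libraries, all 4 passed. The values were 0.0067 for *S100a6*, *Cd68* and *Ikzf2* and 0.027 for *S100a4*. Because the paper selected these names from the same data, passing over this list gives no independent support. With each sample left out in turn the 4 log2 fold changes stayed positive, between 0.90 and 2.02.

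*Egr1* (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984), which encodes a zinc finger transcription factor, was at 86.9 ± 15.1 CPM in WT and at 5.11 ± 1.98 CPM in KO. Its log2 fold change was -4.08 (standard error 0.42, adjusted p = 0.0043, and 0.032 with the replicate number as a block), and without the library labelled WT replicate 3 it was -3.95 (adjusted p = 0.018).

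**Figure D2:**
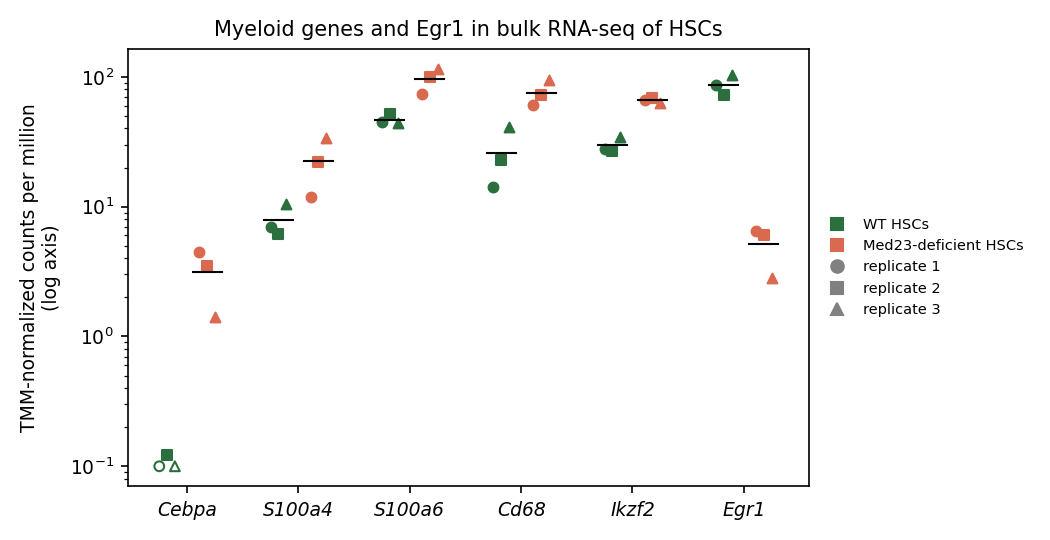
TMM-normalized CPM (y axis, log scale) of each gene in the 3 WT and 3 Med23-deficient samples; symbols mark the replicate and lines the group means of at least 0.1. Open symbols at 0.1 stand for samples with no counts. The groups do not overlap for any of the genes plotted, and Cebpa is near the detection limit in WT.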

Particularly, in comparison to the WT control, *Med23*-deficient HSCs upregulated certain myeloid differentiation-related genes (e.g., Cebpa, S100a4, S100a6, CD68, Ikzf2), whereas Egr1 a well-known gene that played critical roles in suppressing the activation and differentiation of HSCs was downregulated^6^ (Supplementary Fig. 8e). These data indicated that *Med23*-deficient HSCs had expression of myeloid-signature genes.

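Within the granulocyte-monocyte list, no gene passed the threshold over all 12513 genes tested with edgeR and 5 passed when adjusted over the list alone, all of them higher in KO. These were *Itgam*, *Irf8*, *Fcer1g*, *Ncf4* and *Prtn3*, the last 4 of which were chosen after their values were seen. *Itgam*, which encodes the myeloid integrin CD11b (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491), had 24, 6 and 39 counts in WT replicates 1 to 3 and 394, 435 and 364 counts in KO replicates 1 to 3. Its log2 fold change was 3.80 (standard error 0.74, adjusted p = 0.18, and 0.21 with the replicate number as a block). A second identifier that the tables also name *Itgam* was kept apart. The log2 fold changes of *Irf8*, *Fcer1g*, *Ncf4* and *Prtn3* were 2.42, 1.38, 1.47 and 1.63. With DESeq2, *Prtn3* (adjusted p = 1.5e-06), *Itgam* (3.6e-06) and *Irf8* (0.022) passed over all genes. On log2(FPKM + 1) with a filter at a mean FPKM of 1, *Itgam* (0.025) and *Prtn3* (0.035) did. Neither did without that FPKM filter or with the pseudocount 0.1, where *Itgam* was at 0.16 and 0.13. Leaving out each sample in turn gave *Itgam* an adjusted p from 0.078 to 0.57 with edgeR. In the edgeR fits *Prtn3*, at 0.065 with the default filter, also passed without a filter (0.021), with at least 10 counts in every sample (0.042) and without WT replicate 2 (0.034). From the enrichment of the myeloid and megakaryocyte progenitor sets, the share of signature genes with higher expression and the named genes, the paper infers that HSCs without Med23 had expression of genes of the myeloid signature.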

We then checked genes responsible for HSC self-renewal in *Med23*-deficient HSCs compared with WT controls. 

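The self-renewal signature derived from the data of Cabezas-Wallscheid et al. was not used here. In its place a list of 64 genes with known expression or function in HSCs, written before the data were examined, was tested, of which 62 passed the filter. Their median log2 fold change was -0.08, and camera gave an adjusted p of 0.28, or 0.35 with the replicate number as a block, so that a shift of the list as a whole was not detectable. On log2(FPKM + 1) the median was 0.0076 for genes with a mean FPKM of at least 1 and -0.0043 without that filter. Adjusted over the list alone, 1 gene passed, *Igf2*, whose counts in the WT libraries kept the proportions of skeletal muscle genes.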

As expected, the HSC self-renewal signature genes generated through subjecting the genes from HSC by those from MPP1 defined by Cabezas-Wallscheid N et al.^21^ were enriched in WT HSCs but not *Med23*-deficient HSCs (Supplementary Fig. 8c). Of the self-renewal signature genes, 67.1% showed lower expression in Med23-deficient HSCs compared with WT HSCs (Supplementary Fig. 8d). 

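Of the 62 tested genes of the HSC list, 36 had a lower estimate in *Med23*-deficient HSCs, or 58.1%. In this list 8 genes were lower in every KO sample than in every WT sample and 4 were higher. Neither share belongs to the published signature.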

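Among genes with a role in HSC maintenance, *H19* and *Ly6a* were lower in every KO sample than in every WT sample, the library labelled WT replicate 3 included. *H19* (ENSMUSG00000000031, a long noncoding RNA, chromosome 7 from 142575529 to 142578143) had 358, 470 and 505 counts in WT replicates 1 to 3 and none in any KO library. It was at least 163-fold lower in KO (adjusted p = 0.0043 from edgeR's quasi-likelihood test, and 0.026 with the replicate number as a block). Its counts in the 3 WT libraries did not follow their depth (28.9, 49.5 and 21.5% of the WT counts) but stood at 26.9, 35.3 and 37.9%, close to the 28.8, 35.6 and 35.7% of 24 skeletal muscle genes chosen for at most 3 counts in every KO library (chi-square test of the counts, p = 0.25). *Ly6a* (chromosome 15 from 74994877 to 74998031), which encodes Sca1, one of the surface proteins used to sort these cells, was at 191.0 ± 34.2 normalized CPM in WT and at 111.5 ± 35.5 CPM in KO (SD, n = 3). Its log2 fold change was -0.78 (standard error 0.27, edgeR adjusted p = 0.70 over all genes). Over the 9 tested genes that the paper names from these libraries the edgeR adjusted p was 0.026. That list is the paper's selection from the same data and gives no independent support. The exact two-sided permutation test gives p = 0.1 for *Ly6a*. No gene is listed under the symbol Hif, so the 3 genes of hypoxia-inducible factor alpha subunits were read. *Hif1a* (chromosome 12 from 73901375 to 73947530) was at 67.2 ± 53.5 CPM in WT and at 89.5 ± 28.0 CPM in KO, with overlapping samples and a log2 fold change of 0.41 (standard error 0.53, adjusted p = 1.00). Without the library labelled WT replicate 3 this was -0.0056. *Hif3a* had a log2 fold change of 0.05 (standard error 0.38). *Epas1* had at most 2 counts in any WT library and 0, 33 and 4 counts in KO replicates 1 to 3, too few to pass the filter. In the fit without a filter its adjusted p was 0.70.

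**Figure D3:**
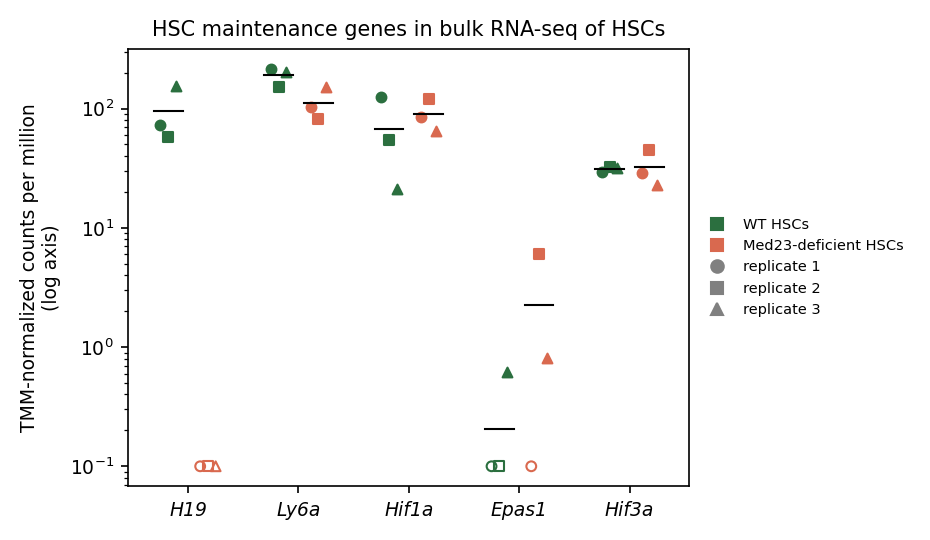
TMM-normalized CPM (y axis, log scale) of each gene in the 3 WT and 3 Med23-deficient samples; symbols mark the replicate and lines the group means of at least 0.1. Open symbols at 0.1 stand for samples with no counts. H19 and Ly6a do not overlap between groups, whereas Hif1a, Epas1 and Hif3a do.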

Specifically, genes (e.g., Hif, Ly6a, H19) that played critical roles in HSC maintenance were downregulated^29,30^ (Supplementary Fig. 8e).

To further investigate how Med23 regulates transcription, assay for transposase accessible chromatin with high-throughput sequencing (ATAC-seq)^31^ was performed to assess the chromatin accessibility upon Med23 deletion. Although loss of Med23 did not affect genome-wide chromatin status (Supplementary Fig. 8f), the locus of *Cebpa*, a key myeloid differentiation gene that was upregulated in Med23-deficient HSCs, was open and more accessible in Med23-deficient HSCs compared with WT HSCs (Supplementary Fig. 8g), indicating that Med23 deletion drove HSCs to express myeloid-related genes prematurely.

As RNA-seq based on population reflects averaged level of different expression genes, single-cell RNA sequencing (scRNA-seq)^32^ was performed on both WT and Med23-deficient HSCs to investigate their transcriptomes at single-cell level (Fig. 5a and Supplementary Fig. 9a). Firstly, we introduced GSEA method to compare the lineage programs between WT and Med23-deficient HSCs, using previously identified gene sets^33,34^ specific for megakaryocyte/erythroid progenitors (PreMegE genes), granulocyte/macrophage progenitors (PreGM genes), common lymphoid progenitors (CLP genes), and lymphoid-primed progenitors. These results clearly showed a relatively more enrichment of PreMegE- and PreGM- specific genes in Med23-deficient HSCs, with much lesser enrichment of CLP- and lymphoid-specific genes (Fig. 5b). Consistent with our bulk RNA-seq data, the scRNA-seq data confirmed that loss of Med23 initiated a myeloid-transcriptional program in HSCs.

**Fig. 5:**
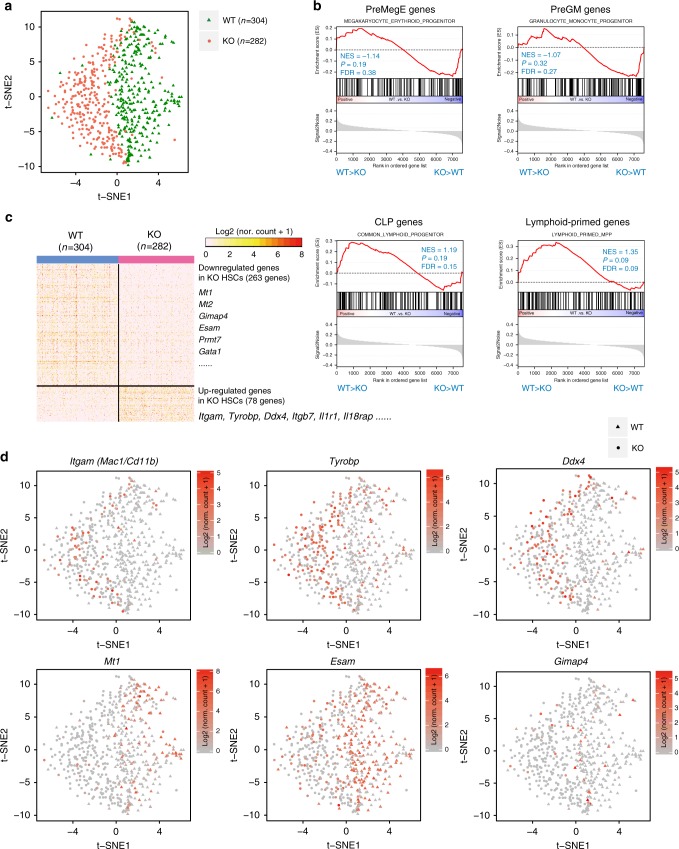
Single-cell RNA sequencing reveals the myeloid-primed signature in Med23-deficient HSCs. **a** *t*-Distributed Stochastic Neighbor Embedding (*t*-SNE) plots of WT and KO HSCs. Each green triangle indicates a single WT HSC (total no. = 304), while each coral circle indicates a single KO HSC (total no. = 282). **b** Gene-set enrichment analysis (GSEA) of myeloid or lymphoid signature genes comparing WT with KO HSCs (*n* = 304 for WT HSCs, *n* = 282 for KO HSCs). “NES”, “P”, and “FDR” stand for Normalized Enrichment Score, Nominal *p*-value and FDR *q*-value, respectively. **c** Heatmap of differentially expressed genes between WT and KO HSCs. **d** Expression of representative genes exhibited on the *t*-SNE plots. *Itgam* (also known as *Mac1/Cd11b*), *Tyrobp*, and *Ddx4* were upregulated in KO HSCs, while *Mt1*, *Esam*, and *Gimap4* were downregulated in KO HSCs. Normalized counts of each gene in single cells were used

Next, we analyzed the differentially expressed genes between WT and Med23-deficient HSC. Although loss of Med23 resulted in impaired self-renewal in KO mice, Med23-deficient HSCs were in general similar to WT HSCs on the level of the whole transcriptomes (Supplementary Fig. 9b), and they also expressed HSCs-specific genes such as c-Kit, Sca1, and Cd34, and maintained in G0 or G1 cell-cycle stage marked by Ki67 (Supplementary Fig. 9c). However, there were 78 upregulated genes and 263 downregulated genes in the Med23-deficient HSCs (Fig. 5c and Supplementary Data 1), Specially, genes that were reported to be involved in myeloid differentiation^35^, such as Itgam (*P* = 3.79 × 10^−14^, χ^2^-test), Tyrobp (*P* = 4.03 × 10^−13^), and Ddx4 (*P* = 8.99 × 10^−16^), were significantly more expressed in Med23-deficient HSCs (Fig. 5d). And genes were involved in lymphopoietic activity^36–38^, such as Mt1 (*P* = 2.2 × 10^−16^, χ^2^-test), Esam (*P* = 2.2 × 10^−16^), and Gimap4 (*P* = 4.13 × 10^−5^), were significantly less expressed in Med23-deficient HSCs (Fig. 5d). Collectively, these results suggested that Med23 served as a gatekeeper of the myeloid potential of HSCs by suppressing the expression of the myeloid-specific genes and maintaining the normal HSCs program.

### Med23 deletion confers HSCs a better recovery under stress

Though *Med23*-deficient HSCs showed impaired HSC self-renewal potential under transplantation, the enhanced myeloid potential might confer some benefits to HSCs when countering physiological stresses. To address this hypothesis, the expression pattern of Med23 in HSCs was assessed under normal and 5-FU induced myeloablative stress. Interestingly, Med23 was significantly downregulated after 5-FU treatment compared with WT controls (Fig. 6a), highlighting the possibility that Med23 downregulation was required for myeloid recovery under stress conditions. Moreover, when we used the cytotoxic Bromodeoxyuridine (BrdU) to induce HSC activation^39^, *Med23*-deficient HSCs incorporated larger amounts of BrdU compared with control HSCs after 5-day chase (Fig. 6b, c), though *Med23*-deficient HSCs showed comparable incorporation of BrdU to WT control during short term exposure (supplementary Fig. 4e). These data suggested that Med23 deletion facilitated HSCs activation. We then tested whether Med23 deletion would lead to better survival of the myeloablated mice under serial 5-FU treatment. As expected, *Med23*-deficient mice showed better survival under serial 5-FU treatment (Fig. 6d). Further analysis revealed that the body weight of *Med23*-deficient mice reduced to a much less level compared with WT controls at 14 days post serial 5-FU treatment (Fig. 6e), which may due to the faster recovery of whole BM cells in *Med23*-deficient mice (Fig. 6f and Supplementary Fig. 10a).

**Fig. 6:**
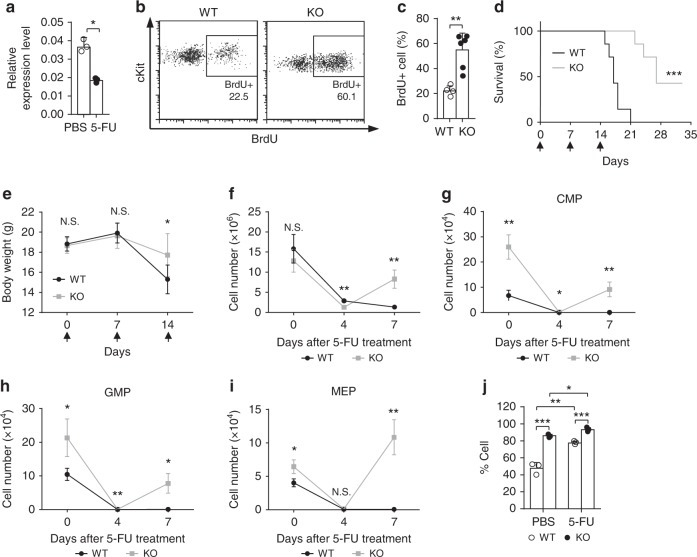
Shorter recovery period and better survival of Med23 KO mice under myeloablative stress. **a** *Med23* expression in HSC (CD150^+^CD34^−^CD48^−^Lin^−^Sca1^+^) isolated from WT mice at 5 days post PBS or 5-FU injection (*n* = 3). **b**, **c** Representative dot plots (**b**) and percentages (**c**) of BrdU incorporated HSCs in WT and KO mice (WT, *n* = 3; KO, *n* = 4). **d** Kaplan–Meier survival curve of WT and KO mice at different time points after serial 5-FU injection. Arrow shows the time points for 5-FU injection (*n* = 7). **e** Body weights of WT and KO mice at different time points after serial 5-FU injection. Arrow shows the time points for 5-FU injection (*n* = 7). **f** Total bone marrow cells in WT and KO mice after single 5-FU injection (*n* = 3). **g**–**i** Absolute cell number of CMPs (**g**), GMPs (**h**), and MEPs (**i**) in WT and KO mice at different time points after single 5-FU injection (*n* = 3). **j** Percent of CD41^+^ cells in HSCs (CD34^−^CD150^+^CD48^−^Lin^−^Sca1^+^) from WT and KO mice at 7 days after single 5-FU or PBS injection (*n* = 3). The data are means ± S.D., for all panels: *p < 0.05, **p < 0.01, ***p < 0.001 by Student’s *t*-test, N.S. no significance

To further elucidate the mechanism that Med23 deletion improved the recovery and survival of the myeloablative mice, myeloid lineage cells were quantitated at different time points after single 5-FU injection. Consistent with the myeloablative function of 5-FU, both WT and *Med23*-deficient myeloid lineage cells were reduced at day 4 post 5-FU treatment (Supplementary Fig. 10b). Notably, *Med23*-deficient HSCs showed an enhanced recovery of the myeloid lineage cells at day 7 post 5-FU treatment (Supplementary Fig. 10b). These findings inspired us to investigate the hematopoietic progenitors in *Med23*-deficient mice. Interestingly, all the myeloid-bias progenitors (CMPs, GMPs, MEPs) in *Med23*-deficient mice were significantly increased at day 7 post 5-FU treatment compared to WT controls (Fig. 6g–i), which was consistent with the tendency seen in the lineage cells. These findings suggested that the *Med23*-deficient HSCs lowered the threshold of activation and harbored enhanced myeloid differentiation potential, thus accelerating the recovery of the myeloid lineage under myeloablative stress.

Finally, we then checked the CD41^+^ HSCs proportion within *Med23*-deficient HSCs. Interestingly, the proportion of CD41^+^ HSCs within WT controls were dramatically increased after 5-FU treatment (Fig. 6j), suggesting that WT HSCs may upregulate the expression of CD41, which *Med23*-deficient HSCs was done even under steady state. Altogether, we concluded that Med23 served as a gatekeeper of the myeloid potential of HSCs and Med23 deletion conferred HSCs a better recovery under myeloablative stress.

## Discussion

The mechanism by which HSCs initiate a rapid activation under physiological stresses is a long-standing question in the field, and the key factors that control the activity of HSCs during activation remain largely unknown. Here, we show that Med23 is a bona fide transcriptional regulator that controls the myeloid potential of activated HSCs. *Med23*-deficient HSCs undergo myeloid-biased differentiation with impaired self-renewal, resulting in lymphocytopenia. Moreover, Med23 plays essential roles in maintaining the stemness genes and suppressing the myeloid lineage genes, and hence prevents HSCs from being the myeloid potential and loss of self-renewal capacity. Physiologically, Med23 is downregulated in HSCs under myeloablative stress and *Med23*-deficient HSCs leads to enhanced myeloid recovery and better survival after serial 5-FU treatment. Altogether, our findings identified Med23 as a gatekeeper of the myeloid potential of HSCs.

Our previous findings have suggested that Med23 controls the activation threshold of T-cell by maintaining the expression of several negative regulator of T-cell activation^15^. In this study, we found that Med23 suppresses the expression of myeloid lineage genes (e.g., Cebpa, S100a4, S100a6, CD68, Ikzf2) and maintains the expression of the differentiation inhibition gene Egr1^6^. Upon myeloablative stresses, HSCs physiologically downregulate Med23, which enables HSCs to enter primed state (CD41^+^ HSC), thus facilitating HSC activation and myeloid differentiation. After recovery, Med23 expression is probably restored, and lead to the re-expression of stemness genes, which will help HSCs return to the quiescence state. Altogether, Med23 may play a unique role in the threshold setting to prevent cell state change by repressing the expression of activation- and differentiation-related genes.

The mediator complex is composed of more than 20 subunits. Some subunits are essential for maintaining the stability of the entire mediator complex, while others bridge the mediator complex to the different machineries to facilitate the precise transcriptional function of the mediator complex^13,14^. In this study, we found that loss of Med23 does not cause destabilization of the mediator complex. Interestingly, deletion of Med12, another subunit of the mediator complex, also preserve the intact mediator complex, suggesting Med23 and Med12 may facilitate the interaction of mediator complex to other cofactors^40^. Indeed, Med12 bridges the mediator-bound promoters of HSC-specific genes to relative enhancers to maintain the hematopoietic transcriptional programs. According to our study, Med23 serves distinct functions in HSCs, which maintains the stemness genes and suppresses myeloid differentiation genes. Moreover, unlike Med12, loss of Med23 has no effect on animal survival. The studies of Med12 and Med23 in hematopoiesis suggest that different subunits of the mediator complex play distinct roles in regulating the transcription progresses, thus leading to different phenotypes.

It has been reported that primed-state HSCs are much easier to be activated in response to physiological stresses^4,41,42^ and have enhanced myeloid potential and impaired self-renewal^43^. In this study, Med23-deficient HSCs are more rapidly activated in response to myeloablative stresses, such as 5-FU treatment and contribute to a rapid recovery from the myeloablative stress. Therefore, HSCs may enter a ready state in the absence of Med23. Besides, considering that Med23-deficient HSCs have higher expression of CD41 and have enhanced myeloid-biased differentiation, we reason that in HSCs, Med23 deletion opens a gateway for myeloid fate decisions, generating myeloid-primed HSCs. Notably, Med23 deficiency results in loss of functional HSCs and Med23-deficient HSCs are phenotypic HSCs, which suggests that Med23 is also probably required for self-renewal of HSCs. In the myeloablative stress, HSCs can downregulate the expression of Med23, which primes HSCs for myeloid potential in order to replenish the myeloid cells, and this process is revisable resulting in maintaining self-renewal of HSCs. However, although Med23-deficient HSCs may enter to the primed state of HSCs with the rapid recovery from the myeloablative stress, Med23-deficient HSCs can not restore expression of Med23 resulting in loss of functional HSCs. Altogether, we reason that Med23 serves a gatekeeper of myeloid potential and prevent loss of self-renewal in HSCs.

Normal HSCs can balance their self-renewal and differentiation to sustain life-long hematopoiesis, whereas imbalance between HSC self-renewal and differentiation will result in HSC exhaustion owing to the enhanced differentiation or pancytopenia due to reduced differentiation. In this study, though Med23-deficient HSCs are highly correlated with WT HSCs, they upregulate myeloid-specific genes but repress stemness and lymphoid lineage genes at single-cell level, leading to enhanced myeloid differentiation potential at the expense of self-renewal capacities and lymphoid differentiation potential. The data highlight that Med23 is one of the key transcriptional regulators that balance the self-renewal capacity versus myeloid differentiation potential though controlling the myeloid-primed state of HSCs. When encountering acute stresses (e.g., 5-FU treatment), *Med23*-deficient HSCs can confer the host a speedy recovery and better survival under acute stresses. In light of this, therapies can be developed by targeting Med23 and its downstream targets to set the HSC into the myeloid potential, which helps to improve the recovery of the hematopoietic system under acute stresses.

Acute myeloid leukemia (AML) is a clinically devastating disease. One hallmark of AML is that the leukemic blast gains the ability to self-renew and is arrested at an early stage of differentiation^44^. This phenomenon raises the hypothesis that targeting the factors that halt the leukemic blast from differentiation may become promising therapies. Therefore, investigating the molecular wiring of HSC differentiation is important, because it may be possible to cure leukemia by targeting this critical process. Previous research have identified Med23 as an oncogene and the transcriptional shifts driven by Med23 mutation contributes to Ras addiction during lung carcinogenesis^19^ and Med23 mutation results in intellectual disability because of dysregulation of IEG expression^18^. Here, in this study, we show that Med23 deletion leads to impaired HSC self-renewal accompanied with enhanced myeloid differentiation, highlighting the possibility that Med23 may serve similar function in leukemic stem cells (LSCs) and leukemia blast. If so, targeting Med23 in LSCs or leukemia blasts may trigger the differentiation program and leads to the exhaustion of LSCs and leukemia blasts. Further investigations should be conducted to elucidate the underlying mechanisms and to determine whether Med23 can serve as a potential target for defining new approaches to leukemia therapy.

## Methods

### Mice

The Med23 floxed mice have been described in our recent paper^15^. The Mx1-cre mice (strain: B6.Cg-Tg(Mx1-cre)1Cgn/J) transgenic mice, UBC-cre/ERT2 mice and CD45.1 mice (strain: B6.SJL-PtprcaPepcb/BoyJ) have been described^20,45^. All mice were bred and housed in specific pathogen-free conditions. All mice were genotyped by PCR and genotyping primer sequences were available in Supplementary Table 1. Mx1-cre–induced gene deletion was done by intraperitoneal injection of poly(I:C) (300 μg per mouse) four times at 2-d intervals. ERT2–induced gene deletion was done by intraperitoneal injection of tamoxifen (1 mg per mouse) five times for 5 consecutive days. All mice were genotyped using PCR analysis before experimentation. 5-FU was injected intraperitoneally into mice (150 mg per kg body weight) every week for three times at 3 weeks after poly(I:C) injection. For animal studies, all animals were randomly allocated to experimental groups and processed. And we were not blinded to the group allocation during experiments and outcome assessment. All animal experiments were approved by the Institutional Animal Care and Use Committee of the Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences.

### Transplantation assays

For BM transplantation, all recipient mice had been lethally irradiated using X-ray with two doses of 5.40 Gy (total 10.8 Gy), delivered at least 2 h apart except as otherwise described. For total BM transplantation, 2,000,000 whole BM cells were transplanted into recipient mice (CD45.1^+^) by tail vein injection. For second transplantation, 2,000,000 whole BMs from 1st receipt mice were transplanted into recipient mice (CD45.1^+^). Survival was checked every week. For competitive BM transplantation, 50 sorted HSCs (CD34^−^CD150^+^CD48 ^−^ LSKs) (CD45.2^+^) were transplanted into recipient mice along with 500,000 competitive BM cells derived from non-irradiated recipient mice (CD45.1^+^). Donor chimerisms of peripheral blood were assessed every 4 weeks. BMs were analyzed at 16 weeks after transplantation. And 2,000,000 total BM cells were transplanted into recipient mice for 2^nd^ transplantation. Peripheral blood was analyzed by FACS every 4 week for 4 times. For another competitive transplantation, total BM cells from CD45.1^+^ competitor and CD45.2^+^ mice were mixed at a ratio of 1:1 and a total of 2,000,000 cells were injected intravenously into lethally radiated recipient mice. At 4-week post-transplantation, donor chimerism was assessed and Med23 deletion was achieved by poly(I:C) administration. After deletion, the analysis was performed as same as above.

For competitive limiting dilution assay, three doses of donor BM cells (5 × 10^4^, 1 × 10^5^ and 2 × 10^5^) along with 5 × 10^5^ recipient BM cells (CD45.1) were transplanted into irradiated mice. After 16 weeks, donor chimerisms of recipient mice were analyzed by FACS.

For HSCs BM retention assay, 40,000,000 BM cells from non-irradiated CD45.1^+^ were transplanted into WT or KO CD45.2^+^ mouse. BM cells were analyzed at 12-week post-transplantation. For homing assay, 10,000 sorted HSPCs (LKSs) were labeled with CFSE and transplanted into lethally irradiated CD45.1^+^ mice. After 16 h, the BM cells of recipient mice were analyzed by FACS.

### Flow cytometry and cell sorting

BM cells were obtained by flushing tibias and femurs from experimental mice, followed by red blood cell lysis before filtration. Surface staining was carried out in HBSS with 0.1% BSA staining buffer for 40 min or followed by streptavidin for 20 min^46^. The information of antibodies and reagents was available in Supplementary Data 2 The following antibodies were used to define lineage^+^ cells: anti-CD3e (145-2C11), anti-CD4 (GK1.5), anti-CD8 (53-6.7), anti-Gr1 (RB6-8C5), anti-TER119 (TER119), and anti-B220 (RA3-6B2). The following additional antibodies were used to define LT-HSCs, ST-HSCs, MPPs, and HPCs (LKs): anti-cKit (2B8), anti-Sca1 (D7), anti-CD48 (HM48-1), anti-CD150 (TC15-12F12.2), anti-CD135 (A2F10.1), and anti-CD34 (RAM34). For identifying CMPs, GMPs, and MEPs, anti-CD16/32 (93) were used. To measure donor-derived chimerism, peripheral blood from recipients was obtained by the tail vein-bleeding method and prepared as previously described^20^, the following antibodies were used to assess multilineage reconstitution: anti-CD3e (145-2C11), anti-B220 (RA3-6B2), anti-Gr1 (RB6-8C5), anti-Mac1 (M1/70), anti-CD45.1 (A20), and anti-CD45.2 (104). All antibodies were from BD Pharmingen, Biolegend, or eBioscience. Cell fluorescence was acquired on a four-laser BD LSRFortessa II and was analyzed with FlowJo software. For cell sorting, lineage depletion was first done according to manufacturer’s instruction after cell isolation from BMs. Cell sorting was carried by a BD FACSAria II after surface staining. Sorted cell purity was over 90%.

### Immunoprecipitation and western blot

Cells were lysed on ice for 30 min in lysis buffer with protease inhibitor mixture, and the lysates were cleared by centrifugation. The resulting supernatants were immunoprecipitated with Pol II Abs at 4 °C overnight, then added Protein A/G PLUS-Agarose (sc-2003; Santa Cruz Biotechnology) at 4 °C for 4 h. After washing, 5× sample loading buffer was added to the immunoprecipitates. Samples were subjected to immunoblot analysis with the indicated Abs and HRP-conjugated secondary Ab (Santa Cruz Biotechnology). The following antibodies were used: Santa Cruz: Pol II(A-10); BD Pharmingen: Med23(550429); Novus Biologicals: MED24 (NB100-74599); Lianke Biotechnology: beta-actin (70-ab008-100).

### BrdU incorporation and apoptosis analysis

For proliferation assay, BrdU (100 mg/kg body weight; Sigma) was injected intraperitoneally 18 h before been sacrificed. For long-term stress, BrdU was injected intraperitoneally and mice were administrated with BrdU drink water (0.8 mg/ml) for 5 days changed every 2 days before killing. BrdU staining was performed using the APC BrdU Flow Kit (BD Pharmingen). Annexin V (Biolegend) and DAPI (Cell Signaling Technology) were used in apoptosis assays.

### In vitro differentiation with OP9 cell line

OP9 cell line has been described^47^. FACS-sorted HSCs (CD150^+^CD4^8-^ LSKs) were cultured on mouse OP9 stromal cells and supplemented with hematopoietic cytokines (50 ng/ml SCF, 10 ng/ml FLT3L, 10 ng/ml IL-7). After being cultured for 12 days, the cells were harvested by mechanical pipetting (hematopoietic cells) for flow cytometry analysis.

### RNA-seq

HSCs (CD34^−^CD150^+^CD4^8-^ LSKs) (~2000cells) were isolated by cell sorting (double sort, purity > 95%). RNA was extracted, purified, and checked for integrity using an Agilent Bioanalyzer 2100 (Agilent Technologies). Libraries were generated for sequencing using the TruSeq RNA sample preparation kit (Illumina). Libraries were sequenced using an Illumina HiSeq. 2500 sequencer. All of the above processes were performed at Shanghai Biotechnology Corporation, Shanghai, China.

### ATAC-seq and analysis

ATAC-seq was performed according to the protocol^31^. Briefly, 5000 HSCs (CD150^+^CD48^−^ LSK) were sorted and treated by Tn5 (Illumina Kit) for 30 min at 37 ℃ and DNA was isolated for building library. Raw data from the sequencer were first underwent quality control using FastQC. Next, reads are treated using trim_galore. Illumina adapter sequence and low quality (phred score < 20) at the 3′ end were trimmed. The paired reads were removed if any of the two reads does not meet the minimum length (20 bp).

Reads were aligned to mm10 using BOWTIE2 using the parameter –X 2000, which ensures fragments up to 2 kb were allowed to align. For all data files duplicates and mitochondrial reads were removed using Picard.

We used MACS2 to call ATAC-seq peaks, using the–nomodel option. To quantitively compare the difference of peaks between KO and WT, we make a consensus peaks through merging the overlapped peaks of KO and WT. For each sample, we count the reads hitted on the consensus regions of each peak using featureCount. Based on the counts, we calculate the ratio of the difference between KO and WT.

### Quantitative real-time PCR analysis

Total RNA was extracted from FACS-sorted HSCs using the Quick-RNA MicroPrep Kit (Zymo Research), then reverse-transcribed with the HiScript II Q RT SuperMix for qPCR ( + gDNA wiper) Kit (Vazyme). Real-Time PCR was performed using SYBE Green Realtime PCR master Mix (TOYOBO) on a Rotor-Gene Q machine. GAPDH was used as internal control. The primer pairs for the genes examined were listed in Supplementary Table 1.

### Single-cell RNA-seq library construction

Single mouse HSCs which were isolated by cell sorting were manually picked, lysed, and subjected to first-strand cDNA synthesis by using barcoded oligo-dT primers (Supplementary Data 3)^48–50^. Then, second-strand cDNA were synthesized, amplified, and fragmented by sonication (Covaris). Final RNA-seq library was prepared by using the KAPA Hyper Prep Kit (KAPA Biosystems). Libraries were checked, pooled, and sequenced on Illumina HiSeq 4000 platform (paired-end 150-bp reads).

### Single-cell RNA-seq data analysis

Raw reads were separated by cell barcodes, trimmed, and aligned to the mm9 mouse transcriptome and de-duplicated by UMIs information^51^. Then, the transcript copy numbers of each gene were counted and used for the subsequent analysis. Single cells with less than 30% mapping efficiency, 2000 detected genes and 20,000 transcripts were excluded. Genes with averaged counts above 0.2 among all the retained 586 single cells were used, and the transcripts were normalized. The t-Distributed Stochastic Neighbor Embedding (t-SNE) analysis were performed by using the “Rtsne” package in the R software. GSEA were conducted following the recommended instructions, and PreMegE genes (System no. M7007), PreGM genes (System no. M7055), CLP genes (System no. M8877), and Lymphoid-primed genes (System no. M8829) were used for the analysis (http://software.broadinstitute.org/gsea/index.jsp).

### Statistical analysis

All data are expressed as means ± S.D. and two-tailed unpaired Student’s *t*-test were used to determine statistical significance. For all experiments: *p < 0.05, **p *<* 0.01, ***p < 0.001.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

RNA-seq and ATAC-seq data have been deposited in NCBI’s Gene Expression Omnibus and are available through GEO Series accession number GSE112359and single-cell RNA-seq data are available from GSE112008. The authors declare that all the data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding authors upon reasonable request.

# Supplementary material for: Med23 serves as a gatekeeper of the myeloid potential of hematopoietic stem cells
**Source:** Nat Commun. 2018 Sep 14;9:3746. doi: 10.1038/s41467-018-06282-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Legends for Supplementary Data files

Supplementary Data 1. Differentially expressed genes between WT and Med23-deficient HSCs by single cell RNA-seq analysis.

Supplementary Data 2. Detailed information for antibodies and reagents.

Supplementary Data 3. Oligo-dT primers for single cell RNA-seq library constructions.

How the deposited data were processed for this re-analysis (not part of the article)

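Bulk RNA-seq of sorted HSCs from 3 WT and 3 *Med23*-deficient samples was analysed. The authors deposited read counts per gene, not normalized, and FPKM values, which were found to equal those counts divided by gene length and column total. The aligner, counting tool, annotation, genome build and strand setting behind the counts are not named in the paper's text. Genes whose reads overlap another gene, lie in a gene family or share sequence with a pseudogene can therefore gain or lose counts in a way that could not be checked. The single-cell libraries and the ATAC-seq libraries were not analysed here; of the single-cell experiment, the list of differentially expressed genes in Supplementary Data 1 was used as the paper's own.

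Groups were taken from the sample labels and the paper. The replicate numbers come from the labels, which number both groups from 1 to 3 and do not say whether equal numbers share a litter or a day. Fits without and with the replicate number as a block are both given. Column totals were between 3537269 and 8131344. A value of 0 was read as no detected signal, and 3 counts were used as the smallest detectable signal. A 0 need not reflect depth, since some mitochondrial genes were at 0 in 1 library and had high counts in others of the same group.

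Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with its default settings, libraries were scaled by TMM, dispersions were estimated robustly, and KO was compared with WT by the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Fold changes are KO over WT on the log2 scale. Where all libraries of a group had 3 counts or fewer, a fold was computed against 3 counts and given as a lower bound. Gene lists were tested with camera, with an inter-gene correlation of 0.01, and adjusted over 10 lists. A symbol listed under several identifiers was given to the identifier with most counts. Single genes were also compared by an exact permutation test of log2(CPM + 0.5), which cannot go below 0.1 for 3 samples against 3. The procedure was tested on simulated counts with the means, depths and dispersions of these libraries. Of the simulated genes changed by 4 on the log2 scale, edgeR recovered 87.4% of 95, and of those changed by 2 it recovered 57.3% of 96, with 9 false calls among 12095 genes. A simulated list of 39 genes shifted by 1 on the log2 scale was found and an unshifted list of 37 genes was not. The simulated genes were drawn independently, so this cannot test the preset correlation of 0.01. The shift of 1 was larger than the median of any real list, so power for smaller shifts was not tested.

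The genes named in the text are *Med23*, the genes the paper names from bulk or single-cell data, up to 3 largest rises and 3 largest falls among genes past the threshold with a mean of at least 50 counts and no overlap between groups, list members past the threshold, and markers of sex and blood contamination; any other gene is marked as chosen after its values were seen. The alternatives were DESeq2 1.42.0 with its size factors, upper-quartile scaling, no filter on low counts, and at least 10 counts in every sample. Others were the replicate block and a loess correction for GC content with and without that block. limma was run on log2(FPKM + 1) with and without a filter at a mean FPKM of 1. On log2(FPKM + 0.1) it was run with that filter only. The rest were limma voom with sample quality weights, 2 other list tests and each sample left out in turn. The alternatives, lists and rule for named genes were fixed before the data were examined, apart from 3 alternatives that are marked as added later. The lists of skeletal muscle and mature granulocyte genes were written later, when the first results were known.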

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

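The tests in this part were chosen after the result was seen, except the splits of the samples. The separate list of skeletal muscle genes was also written after muscle genes had been noticed, but before the values of its own genes were looked at.

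Genes of skeletal muscle, which the paper does not discuss, were counted more in the WT libraries than in the KO libraries. The 24 muscle genes with at least 50 counts in WT and at most 3 in every KO library summed to 4325 counts in WT (1245, 1538 and 1542 in replicates 1 to 3). Their near absence from KO (2, 1 and 2 counts) follows from this choice and is no evidence by itself. In a separate list of 48 muscle genes, not chosen by their counts in KO, 36 had at least 10 counts and 28 of those, or 77.8%, were lower in every KO library than in every WT library, where all genes with as many counts gave 6.40% and chance gives 5%. RNA of muscle cells in the WT libraries is therefore a candidate source. The proportions of the 24 genes between the 3 WT libraries differed by no more than counting noise, with a chi-square per degree of freedom of 0.949, whereas 1000 sets of genes with similar counts gave at least 9.98 and a median of 18.8. Those sets were not chosen for low counts in KO. The counts of the 24 genes were nearly equal although the depths were not. This pattern is in line with mixing after amplification rather than in the sorted cells, but the counts allow no direct test of it. *H19* and *Igf2* kept the same proportions (chi-square p = 0.25 and 0.89), so the fall of *H19* and *Igf2* in KO may come from the same source and cannot be told apart from it. *Egr1* did not keep them (chi-square p = 2.4e-13). There were 27 genes with at least 20 counts in every WT library and at most 3 in every KO library. Of these, 19 were muscle genes, *H19* or *Igf2*. The opposite pattern was shown by 3 genes, *Zfp174*, *Calca* and *Sncg*, named after their values were seen. *Sncg* had 35, 20 and 26 counts in KO replicates 1 to 3 and none in WT. Apart from mature granulocytes, RNA of other cells in the KO libraries was not tested for. Such a source for genes higher in KO is therefore not excluded. When *H19*, *Igf2* and the muscle genes were left out, an alternative chosen after seeing the data, 4 of the 9 differentially expressed genes remained past the threshold and no other gene passed it.

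Sex-linked genes split the libraries by replicate number and not by genotype. *Xist* had 4819 and 7853 counts in replicate 3 of WT and KO, and between 8 and 111 in the other libraries. The 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 1 and 0 counts in those 2 libraries and between 1036 and 1855 in the others. Replicate 3 of both groups may therefore come from mice of different sex than replicates 1 and 2. Since both groups hold 1 such library, sex is balanced between them, and with sex as a covariate, added after the data were seen, 9 genes passed the threshold as without it. No biological explanation was tested.

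*mt-Co2* was at least 123.3-fold lower in KO (adjusted p = 0.0043, adjusted p from 2.8e-14 to 0.030 over its alternatives), with 209, 495 and 367 counts in WT and none in KO. Its fitted log2 fold change of -11.57 does not measure the size of the fall, because KO is at 0. Other mitochondrial genes were also listed at 0 in libraries of both groups. *mt-Co3* had 0, 0 and 0 counts in WT and 422, 1 and 1245 in KO, *mt-Atp6* had 2847, 0 and 4518 in WT and 0, 18 and 0 in KO, and *mt-Co1* had none in KO replicate 2 and at least 6704 in each other library. The total share of mitochondrial counts varied 2.93-fold within a group, which can happen with or without an assignment of reads between mitochondrial genes by the counting. The fall of *mt-Co2* therefore cannot be told apart from such an assignment.

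*Gsn* rose by a log2 fold change of 2.25 and *Cpxm1* fell by 3.77, both with no overlap between the groups and neither discussed in the paper for these libraries. In the paper's single-cell list *Gsn* is among the genes higher and *Cpxm1* among the genes lower in KO. Leaving out each sample in turn gave an adjusted p from 0.021 to 0.18 for *Gsn* and from 0.018 to 0.068 for *Cpxm1*. With the replicate number as a block neither passed (0.063 and 0.051), with that block and the GC correction both did (0.045), and without *H19*, *Igf2* and the muscle genes *Gsn* did not (0.052), where all alternatives ranged from 3.7e-09 to 0.18 for *Gsn* and from 2.8e-14 to 0.068 for *Cpxm1*. Neither is a muscle gene, and no further explanation was tested.

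The 52 tested cell cycle genes had a median log2 fold change of -0.46, and 71.2% were lower in KO (camera adjusted p = 8.1e-05, from 2.6e-08 to 0.30 over the alternatives). Of the 4 splits of the 6 samples that part every same-numbered pair, the real one included, 2 gave as small a camera p, and of all 10 splits 3 did. Differences between samples of one group thus reach the size of the difference between genotypes, and the shift cannot be told apart from them. With the correlation between genes estimated from the samples the adjusted p was 0.30. With the replicate number as a block the median was -0.67 (camera adjusted p = 6.6e-05), but the splits above used the fit without that block.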

How the results depend on the processing

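The number of differentially expressed genes depended on the test more than on the scaling. DESeq2 gave 120 genes (50 higher and 70 lower in KO), including all 9 found with edgeR, and limma on log2(FPKM + 1) gave 15, of which 5 were higher. limma voom with quality weights gave 0 genes, with 948 at an unadjusted p under 0.05. An unadjusted p under 0.05 gave 715 genes, 368 higher and 347 lower. With at least 10 counts in every sample 4 genes were higher and 3 lower, without a filter 4 were higher, and limma on log2(FPKM + 1) without a filter gave 1 higher gene. With the replicate number as a block 5 genes passed, 0 higher, although 545 were higher at an unadjusted p under 0.05. With the block and the GC correction 9 genes passed, 2 higher and 7 lower. Across the 6 fits that each left out 1 sample the number was from 5 to 11, with 0 to 2 higher and 5 to 9 lower. Without *H19*, *Igf2* and the muscle genes, added after the data were seen, it was 4, of which 1 was higher and 3 lower. Leaving out Gm26917 and Gm42418, also added then, gave 10 genes, so a normalization shifted by 2 abundant genes is not borne out as the cause of the count. The cause of the other changes was not tested.

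The share of tested genes higher in KO was 48.4% with upper-quartile scaling, 48.6% with the GC correction, 50.9% without a filter, 51.7% with the replicate block, 50.5% with the block and the GC correction, and 51.3% with sex as a covariate. On FPKM it was 55.7%, 56.1% with the pseudocount 0.1 and 54.6% without a filter. Leaving out 1 sample gave from 48.3 to 50.9%.

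Among the gene lists, the single-cell lower list kept its direction and its side of the threshold under all 21 alternatives run for it, with a median log2 fold change from -0.50 to -0.25. The Mediator list kept a positive median, from 0.06 to 0.18, and stayed above the threshold for a call under all 21. With the correlation between genes estimated, the adjusted p rose above 0.05 for the granulocyte-monocyte list (median 0.242), the cell cycle list (median -0.462) and the single-cell higher list (median 0.6245, adjusted p 0.10). Without WT replicate 1 and without KO replicate 3 the granulocyte-monocyte list also rose above it, to 0.072 and 0.11. The rotation test fry also raised the granulocyte-monocyte and cell cycle lists above 0.05 and brought the megakaryocyte-erythroid list (median 0.192) just under 0.05, at 0.048, where its alternatives ranged up to 0.62. Medians moved across the fits without 1 sample from 0.143 to 0.404 for granulocyte-monocyte genes, from -0.132 to 0.298 for lymphoid genes, from -0.168 to 0.304 for immediate early genes and from -0.118 to 0.129 for interferon genes, the last 3 with a change of sign. The immediate early list passed 0.05, higher in KO, without WT replicate 3 (0.040) and without KO replicate 2 (0.0091), where its alternatives ranged up to 0.85. The HSC median turned from -0.084 to 0.0076 on filtered FPKM with either pseudocount (0.00755 and 0.007612), and was -0.0043 on FPKM without a filter. The cause was not tested.

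Among 36 single genes followed through the alternatives, *Egr1* and *H19* kept their direction and passed the threshold in each of the 19 and 17 alternatives that gave them a value. These ranges leave out limma voom, which was set for the number of genes only and called neither. The 4 genes below reversed in 1 or more fits with none past the threshold. Leaving out 1 sample took *Hif1a* from -0.0056 to 1.23, *Hif3a* from -0.26 to 0.25, *Gimap4* from -0.51 to 0.32 and *Prmt7* from -0.52 to 0.18, and *Gimap4* was 0.021 on FPKM with the pseudocount 0.1. Over all of these genes and alternatives, 19 values fell short of the threshold that the main value passed and 7 passed where it had not. With 3 samples in each group from about 2000 cells, a change of 2 on the log2 scale was found for 57.3% of simulated genes, so smaller changes in single genes would often be missed.

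Each test across genes was repeated on other splits of the 6 samples. The real split parts all same-numbered pairs, as do 3 other splits, whereas the remaining 6 part 1 pair each, so the smallest share that could be reached is 1 of 4. Among these 4 splits, the real one included, 1 gave as many differentially expressed genes. As small a camera p was reached by 1 split for the granulocyte-monocyte, megakaryocyte-erythroid, HSC, single-cell higher and single-cell lower lists, by 2 for the lymphoid, cell cycle and Mediator lists, by 3 for the immediate early list and by 4 for the interferon list. Because no smaller share can be reached, these counts of splits decide nothing by themselves. The other 9 splits gave 0 differentially expressed genes each, with 198 to 1066 genes at an unadjusted p under 0.05 against 715 for the real one.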

Differences from the paper's values

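The shares the paper gives for its published myeloid and self-renewal signatures were not recomputed, because those signatures were not used here.

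The paper lists Hif among genes with lower expression in *Med23*-deficient HSCs. *Hif1a* had a log2 fold change of 0.41 (adjusted p = 1.00) and *Hif3a* of 0.05, and *Epas1* had more counts in KO than in WT (33 and 4 counts in KO replicates 2 and 3, at most 2 in WT). Under the alternatives set before the data were examined, *Hif1a* was below 0 only without WT replicate 3, at -0.0056, and *Hif3a* only without KO replicate 2, at -0.26.

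The paper gives *S100a4*, *S100a6*, *Cd68* and *Ikzf2* as upregulated and *Ly6a* as downregulated. All had that direction, and none passed the threshold over all genes with edgeR (adjusted p between 0.39 and 0.74). *Cd68* passed with DESeq2, at 0.042, with a range over its alternatives up to 0.83. No alternative called the other 4. Adjusted over the 9 tested genes that the paper names from these libraries, all 5 passed, which shows no stability because the list is the paper's own selection from these data. *Cebpa* had the paper's direction and was too low to pass the filter; without a filter its adjusted p was 0.67.

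The paper describes its megakaryocyte progenitor set as enriched in KO and its self-renewal set as enriched in WT. The megakaryocyte-erythroid and HSC marker lists, which are different genes, gave a camera adjusted p of 0.22 and 0.28. The rotation test fry brought the first to 0.048, with a range over its alternatives from 0.048 to 0.62, and no alternative called the second.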

Other observations

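The tests on *Egr1* in this part were chosen after the result was seen. The list of mature granulocyte genes was written after the counts of *Itgam* had been seen, but before the values of its own genes were looked at.

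*Egr1* responds quickly to handling of cells, which could lower or raise it with sample preparation. If handling were the cause, other immediate early genes would fall with it. Their median log2 fold change was 0.087, and 16 of 30 were higher in KO. *Fos* was at -1.32 and overlapped between groups, with 251, 129 and 24 counts in WT and 45, 12 and 92 in KO, *Nr4a1* was at -0.69 with 57, 108 and 75 counts in WT and 51, 14 and 83 in KO, and *Dusp1*, *Ier2*, *Junb*, *Fosb* and *Jun* were between -0.04 and 0.10. These genes were chosen after their values were seen. Leaving out each sample in turn moved the median from -0.168 (without KO replicate 3) to 0.304 (without KO replicate 2). A fall of the immediate early genes as a list was thus not seen with all samples, which leaves open a difference in handling that affects few of them. The *Egr1* counts did not follow the proportions of the muscle genes (chi-square p = 2.4e-13). A loss of *Egr1* expression with Med23 remains as a hypothesis, limited by 3 samples in each group and by *Med23* itself being low in the library labelled WT replicate 3.

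*Itgam* and other myeloid genes were higher in KO. Mature granulocytes in the KO libraries could raise them. Of 8 mature granulocyte genes with at least 10 counts 0, or 0%, were higher in every KO library than in every WT library. The share among all genes was 6.38%. In KO replicates 1 and 2, where *Itgam* had 394 and 435 counts, *S100a8* had 1 and 3, *S100a9* 7 and 0, *Ngp* 0 and 0 and *Camp* 1 and 1, none above the highest WT library. *Lcn2* had 8 and 0 there and none in WT, and *Cxcr2* had 4 and 0 and at most 2 in WT. The rise of *Itgam* in these libraries was thus not accompanied by most of the granulocyte genes. In KO replicate 3 *S100a8* (12 counts), *Camp* (11), *Lcn2* (8), *Chil3* (20) and *Cxcr2* (8) were above every WT library. The share over all KO libraries cannot detect granulocytes in a single one, so granulocyte RNA in KO replicate 3 is not excluded. The list holds genes of mature granulocytes only. Other myeloid cells, such as monocytes or progenitors, were not tested as a source in any KO library.

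The genes that the paper found changed between single WT and KO cells (Supplementary Data 1, the paper's list of 341 genes) were compared with the bulk libraries. Of 78 genes higher in single KO cells, 73 were tested in bulk and 60 of those, or 82.2%, were higher in KO. Of 263 genes lower in single KO cells, 224 were tested and 162, or 72.3%, were lower. The median log2 fold changes of 0.62 and -0.40 lay above and below those of all 10000 random lists matched on expression. Across genes, which are not independent replicates, Spearman's rho between both log ratios was 0.517 (permutation p = 1e-04, the smallest value 10000 permutations can give). Of the genes at an unadjusted p under 0.05 in bulk, 15 of the higher and 33 of the lower list had the single-cell direction, and 0 and 1 the opposite. The camera adjusted p was 1.1e-13 for the higher and 1.7e-08 for the lower list at the preset correlation between genes of 0.01. With the correlation estimated from the samples it was 0.10 and 0.018, and the rotation test fry gave 0.048 and 0.028. The random lists and the permutation also ignore correlation between genes. At the preset correlation, other splits of the samples gave small unadjusted camera p values for the higher list. The smallest was 4.0e-09, where WT replicate 3 was exchanged for KO replicate 2. These genes thus also vary between samples of one genotype, though no split gave a value as small as the real one. No technical explanation for the concordance was tested.

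*Hlf*, an HSC transcription factor chosen after its values were seen, was lower in every KO sample than in every WT sample, with a log2 fold change of -0.81 (adjusted p = 0.53, from 0.16 to 0.93 over its alternatives). It is reported because its symbol resembles the Hif of the paper's text, and which gene the paper meant is not known.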
